A study of Mus musculus with 3 samples. Its data were reported in "The epigenetic basis for the impaired ability of adult murine retinal pigment epithelium cells to regenerate retinal tissue" (2019).

How the data were processed

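Gene expression was measured in sheets of retinal pigment epithelium (RPE) detached from the eyecups of adult C57BL/6 mice. There were 3 samples in 1 group, described in the series as independent biological replicates, and no control group. Per the labels and the methods of the study, total RNA was amplified to biotin-labelled complementary RNA, hybridised to mouse exonic evidence-based oligonucleotide (MEEBO) slides, stained with a streptavidin dye and scanned in 1 colour. During isolation the cornea, iris and neural retina were removed before the sheets were shaken off.

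The authors deposited 1 scanner export per array, which gives the median foreground and median local background intensity of each spot on a linear scale with no normalization, per the file headers. The export came from GenePix Pro 4.1.1.4. The same exports hold a spot flag, a score that the scanner software assigned per the file headers and that marks spots not found or absent. The deposited value table holds the authors' normalized intensity. It equalled the foreground minus background intensity of the same spot multiplied by 1 factor per array, with values under 1 set to 1 before scaling, and the factors were 2.17, 3.64 and 5.05 for replicates 1, 2 and 3. The name of that normalization is not given in the sources used here, and the column medians were 73.7, 98.2 and 116. Each slide carried 38880 spots, of which 35078 were mouse probes and 94, of the class named mCN, were taken as negative controls. What this class holds is not given in the sources used here, and every threshold and call rests on that choice. The value table held 34288 of the mouse probes and lacked 790. No column of per-sample values was left unused (0 columns).

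The scanner intensities were background-corrected in limma 3.58.1 (R 4.3.3) with the normexp method and an offset of 50, fitted on all spots, and taken to log2. Quantile normalization was applied between arrays over the mouse probes and negative controls, after the other control spots had been left out. Each mouse probe was present as 1 spot. No mouse spot carried the absent flag, so no mouse spot was removed. The detection threshold of each array was the 95th percentile of its negative control spots, at log2 7.15, 7.05 and 7.08. For each probe the log2 intensity minus the threshold of its array was tested in limma (lmFit and eBayes, intercept only, one-sided for values above the threshold), with Benjamini-Hochberg adjustment over all mouse probes, and a probe was called at an adjusted p under 0.05. A gene was counted as detected when any of its probes was called. Values are given as the mean log2 intensity above the threshold ± SD over the 3 arrays. For a gene with several probes they belong to the probe with the largest limma statistic, and probes of 1 gene disagreed for 2121 of 2737 detected genes with several probes. Levels were never compared between probes, since hybridisation differs from probe to probe. The number of arrays limits the precision, and the limma p-values measure the spread between these 3 samples. The p-values of Fisher's exact test, used for the gene lists, treat genes as independent units and hold no spread between samples.

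Probes were named through their accession in a gene table of the reference assembly GRCm38.p6, used for names only. A single gene name was found for 23071 probes, several names for 0 and no name for 12007, of which 6395 had no accession. The named probes covered 15597 genes, and 5309 of these had several probes. Coordinates are not given, because the sources name no genome build.

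The lists, tests, rule for named genes and main alternatives were fixed before the data were examined, when the paper and the first lines of its expression supplement had already been read. There were 48 gene lists. The study's text gave 2 of them, the genes of its own qPCR on RPE sheets. Supplementary lists of the study gave 15 (retinal cell types, cell cycle and epithelial-mesenchymal transitions), and the others were chosen by hand from textbook knowledge. Each list was compared with all other named genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 48 lists, and 6 contrasts between lists were adjusted among themselves. Odds ratios carry exact 95% intervals. The shift of a list on an array was the median over its detected, unsaturated genes of log2 intensity minus the mean of the gene over the arrays, placed among 10000 random lists of equal size matched in 20 intensity bins. It was computed for lists with at least 5 such genes. The bins, this minimum and the choice of spots for quantile normalization were set later, before any list result was seen.

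Named genes were, by rule, all qPCR genes with Foxn4, Ptf1a, Rora, Rorb, Isl1 and Pou4f2, up to 4 called and 3 uncalled members per list, up to 12 genes saturated on all arrays, and the 10 genes with the largest SD over the arrays among those above the threshold on all 3 arrays and saturated on none. No named gene was saturated on all 3 arrays (0 genes). Some genes that the rule takes are not reported here. The text says where a gene outside the rule is named.

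The procedure was tested on simulated data made from the real mixture of 35078 probes. Probes placed at log2 0.5, 1, 2 and 4 above the threshold were called in 80%, 94%, 100% and 100% of cases (50 each), and 1.48% of 5000 probes placed at the threshold were called. The simulated values held independent noise between arrays only, so these shares do not cover unspecific signal that repeats on a probe. On the real arrays, 5 of 94 negative control spots (5.32%) were above the threshold on all 3. Of 1000 random gene lists, 3.6% passed the list test at an unadjusted p under 0.05. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for lists and plots.

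Alternatives covered the background correction, the normalization, the threshold percentile, an untested threshold on all 3 arrays, the authors' value table at their threshold of 500, the rule for several probes and each replicate left out in turn. Chosen after seeing the data were the removal of spots not found, replicate 1 alone, list shifts over genes above the threshold on at least 1 array, the contrast of progenitors with precursors without genes of RPE lists, and lists of further stratified epithelium genes and of further rod genes.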

Results

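RNA from retinal pigment epithelium (RPE), the pigmented cell layer behind the photoreceptors, was measured in 3 samples from C57BL/6 mice aged 2.5–3 months. The arrays address which genes adult murine RPE expresses, and whether genes of eye progenitors and of retinal neurons are among them. The mean background-subtracted intensity of the mouse probes was 831, 476 and 316 on replicates 1, 2 and 3, and the 95th percentile of the spots taken as negative controls was 133, 72.4 and 53.9. Replicate 3 was scanned in a separate session, and with 1 array in it this session could not be tested as a batch. The number of saturated mouse spots was 21, 11 and 3. Above the threshold of their array were 10572, 11103 and 10980 mouse probes (30.1%, 31.7% and 31.3%).

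In limma, 8931 of 35078 mouse probes (25.5%) were called above the threshold at an adjusted p under 0.05, and 9576 probes had an unadjusted p under 0.05. The called probes covered 6209 of 15597 named genes (39.8%), and each gene list was set against the share of all other genes. With the 90th percentile of the negative controls as the threshold, 13548 probes were called. Values for single genes below are the mean log2 intensity above the threshold ± SD over the 3 arrays, and "not called" means that the limma test was not passed. A level near or below 0 was not detectable on these arrays, which does not show that a transcript was absent. A called gene can have probes that were not called. Among the genes named below, 1 probe was called of 6 for Rtn4 and of 4 for Megf11, Prkar2b, Ehmt1, Klf4 and Dcn. It was 1 of 3 for Tyrp1, Dab1, Nf2 and Fbln1. It was 1 of 2 for Rora, Slc12a2, Abca4, Gnat1, Bmpr1a, Nr4a2, Slc6a9, Anapc5, Tgfbr3, Smo, Plk1 and Mcm4. The same held for Wls, Mapk14, Tdg, Phc2, Bmi1, Ehmt2, Kdm4c, Flt1, Ogn, Pmp22, Fosb, Hspb1 and Klf6.

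Genes of RPE function stood far above the threshold. Rpe65, the isomerase of the visual cycle, was at 7.88 ± 0.15, and its partners Rlbp1, a retinaldehyde-binding protein, and Lrat, which esterifies retinol, were at 7.06 ± 0.24 and 6.76 ± 0.16. The transcription factors Otx2, Sox9 and Mitf were at 5.50 ± 0.26, 6.39 ± 0.28 and 5.51 ± 0.19. Mertk, the receptor that starts the uptake of shed outer segments, was at 4.18 ± 0.12, the receptor Notch1 at 3.20 ± 0.28 and the Notch target Hes1 at 2.12 ± 0.74 (limma adjusted p = 0.00123 for Hes1). These 9 genes were those of the study's own qPCR on RPE sheets, and 9 of 9 were called (Fisher's exact test against all other genes, adjusted p = 0.00240). That list was chosen by the study on the same kind of preparation and is not independent evidence.

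Of the RPE identity genes, 24 of 28 were detected (85.7%), and the odds of detection were 9.10 times those of other genes (95% interval 3.12–36.1, adjusted p = 3.53e-05). Of these 28 genes, 24 are also in other lists, among them Rpe65, Rlbp1, Lrat, Otx2, Sox9, Mitf and Mertk of the qPCR list. In other lists too are 9 of 12 visual cycle and 5 of 14 melanin synthesis genes, so these lists are not independent results. The transporter Slc6a13 was at 7.83 ± 0.05 and the retinal receptor Rgr at 8.15 ± 0.07. Not called were the chloride channel Best1 (-0.74 ± 0.15), tyrosinase (Tyr, -0.39 ± 0.41) and the tight junction protein Cldn19 (-0.56 ± 0.23). Visual cycle genes were detected in 10 of 12 cases (83.3%, adjusted p = 0.0216). Ttr, which carries thyroxine and retinol-binding protein, was at 8.58 ± 0.19, whereas Rbp4 (-0.92 ± 0.14) and Rdh1 (-0.89 ± 0.15) were not called. Melanin synthesis genes were detected in 11 of 14 cases (78.6%, adjusted p = 0.0216), with Rab27a, which moves melanosomes, at 7.46 ± 0.14, and the pigment enzymes Dct at 7.26 ± 0.16 and Tyrp1 at 4.23 ± 0.08 on 1 of its 3 probes. Slc45a2 (0.19 ± 0.13) and Rab38 (-0.13 ± 0.32) were not called. The call for melanin synthesis was lost without replicate 1 (71.4%, adjusted p = 0.0719) and with the 99th percentile as the threshold (57.1%), and its adjusted p ranged from 1.66e-04 to 0.10 over the alternatives.

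Phagocytosis and lysosome genes were detected in 18 of 21 cases (85.7%, adjusted p = 3.21e-04). The lysosomal proteins Psap, Lamp1 and Lamp2 were at 7.91 ± 0.02, 6.48 ± 0.15 and 6.13 ± 0.16, and Map1lc3b, of the autophagosome membrane, was at 5.30 ± 0.07. Pros1 (-0.18 ± 0.26), a ligand of Mertk, the scavenger receptor Cd36 (-1.08 ± 0.07) and the cathepsin Ctsl (-1.03 ± 0.03) were not called. Epithelial junction and transport genes were detected in 17 of 23 cases (73.9%, adjusted p = 0.00639), among them the chloride cotransporter Slc12a2 (7.12 ± 0.06), the lactate transporter Slc16a8 (7.28 ± 0.18) and the apical linker Ezr (6.80 ± 0.15). Slc16a1 (-0.79 ± 0.27) and the claudin Cldn3 (1.5 ± 1.99) were not called. Adjusted over the list alone, the counts of these 6 lists were the same except for melanin synthesis, with 12. With the 90th percentile as the threshold, the calls for the visual cycle (adjusted p = 0.113; range over the alternatives 0.00117–0.113) and for junction and transport (adjusted p = 0.137; range 3.46e-04 to 0.137) were lost.

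**Figure D1:**
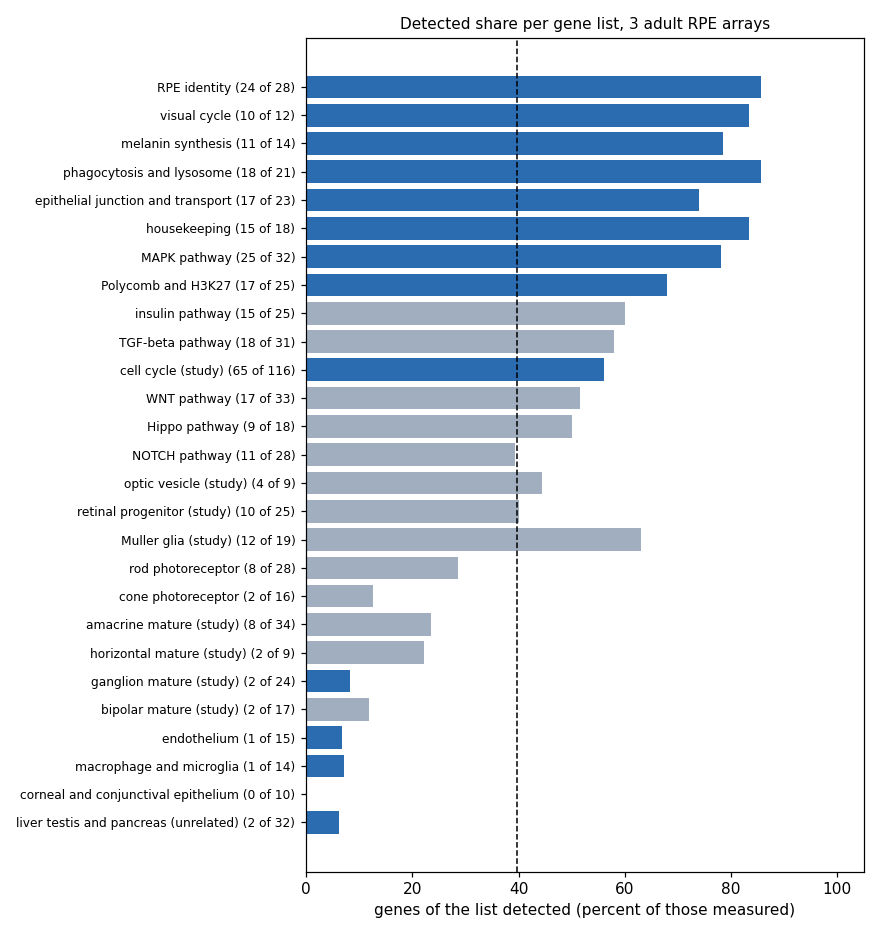
Percent of each list's measured genes detected on the 3 RPE arrays for 27 gene lists (horizontal bars), blue where Fisher's exact test against all other genes gave an adjusted p under 0.05 and grey otherwise, with the share of all named genes (39.8%) as a dashed line. RPE identity reached 85.7%, the unrelated tissues 6.25%, and the corneal and conjunctival bar lies at 0, although 9 of its 10 genes were above the threshold on replicates 2 and 3.

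Photoreceptors touch the RPE, and their genes were detected less often than those of RPE identity. Of the rod and cone genes together, 10 of 40 were detected (25%), against 24 of 28 for RPE identity (odds ratio 17.0, 95% interval 4.45–84.5, Fisher's exact test adjusted over 6 contrasts p = 3.86e-06). Rod genes were detected in 8 of 28 cases (28.6%, adjusted p = 0.366 against all other genes). The outer segment protein Rom1 was at 5.95 ± 0.15, the retinoid transporter Abca4 at 4.70 ± 0.34, the exchanger Slc24a1 at 4.82 ± 0.35 and the channel subunit Cngb1 at 1.37 ± 0.21. The rod factors Nrl (0.07 ± 1.18) and Nr2e3 (-1.09 ± 0.06) were not called. The number of rod genes above the threshold was 11, 14 and 18 of 28 on replicates 1, 2 and 3, and Nrl read log2 6.48, 6.48 and 8.53. Without replicate 1 the share of rod genes detected was 46.4%, which did not pass either.

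Cone genes were detected in 2 of 16 cases (12.5%, adjusted p = 0.0896), Gnat2, the cone transducin, at 2.19 ± 0.39 and the nuclear receptor Rxrg at 0.69 ± 0.19. The cone opsins Opn1sw (-1.02 ± 0.04) and Opn1mw (-0.44 ± 0.24) and the cone arrestin Arr3 (-0.77 ± 0.21) were not called. In the list of cone precursor genes, 5 of 14 were detected (35.7%, adjusted p = 1). They included Otx2, the nuclear receptors Rora (2.77 ± 0.17 on 1 of its 2 probes) and Rorb (1.56 ± 0.40), and Pias3 (1.36 ± 0.22), while Nr2f2 was at -0.44 ± 0.14. Photoreceptor genes were detected in 25% against 6.25% for 32 genes of liver, testis and pancreas, a difference that did not pass (odds ratio 4.90, 95% interval 0.929–49.7, exact test adjusted p = 0.0813). It passed in 9 of the alternatives, among them without replicate 1 (adjusted p = 0.00301) and without replicate 3 (adjusted p = 0.0120), and the range over all alternatives was 0.00146–0.430. Median scaling and no normalization between arrays, which give the same calls, were counted as separate alternatives.

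Of the retinal markers in the study's qPCR on RPE sheets, 0 of 5 were called in limma (0 at an unadjusted p under 0.05, adjusted p = 0.263 for the list against all other genes). This list too was chosen by the study and is not independent evidence. Among them, the photoreceptor factors Crx and Nrl were at 0.04 ± 0.18 and 0.07 ± 1.18 and the Notch effector Hes5 at -0.58 ± 0.09. Foxn4, which directs amacrine and horizontal fate, was at 1.18 ± 0.05 and was called (limma adjusted p = 4.63e-05). Of the other fate factors, Ptf1a (-1.04 ± 0.09), Isl1 (-0.85 ± 0.21) and Pou4f2 (-0.80 ± 0.19) were not called. Foxn4 was not called with the 99th percentile as the threshold.

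Genes of amacrine, horizontal, ganglion and bipolar neurons were mostly not detected, with 14 of 85 (16.5%) against 23 of 27 RPE identity genes, with the shared gene Otx2 left out (odds ratio 27.9, 95% interval 7.94–128, exact test adjusted p = 7.15e-10). Amacrine lists had 3 of 17 precursor genes (17.6%, adjusted p = 0.150) and 8 of 34 mature genes (23.5%, adjusted p = 0.114) detected. The glycine transporter Slc6a9 was at 6.25 ± 0.13, the homeobox factor Dlx2 at 4.85 ± 0.44, the reelin adaptor Dab1 at 3.14 ± 0.23, the cell cycle inhibitor Cdkn1c at 3.02 ± 0.25 and the nuclear receptor Nr4a2 at 1.02 ± 0.21, whereas Neurod6, Ebf3, Calb1 and Rgs5 lay between -1.16 and -1.0 and Frem1 was at 0.36 ± 0.64. Horizontal cell lists had 2 of 12 precursor genes (16.7%, adjusted p = 0.242) and 2 of 9 mature genes (22.2%, adjusted p = 0.456) detected, with Megf11 at 0.52 ± 0.12 and Onecut1, Prox1 and the connexin Gja10 not called.

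For ganglion cells, 1 of 12 precursor genes (8.33%, adjusted p = 0.0881) and 2 of 24 mature genes (8.33%, adjusted p = 0.00639) were detected, and only the mature list passed. The ubiquitin ligase Ube3c was at 3.43 ± 0.12, while the hydrolase Uchl1 (-0.45 ± 0.21), Shh (-0.71 ± 0.15) and the dopamine receptor Drd4 (-0.35 ± 0.38) were not called. Bipolar cell lists had 1 of 15 precursor genes (6.67%, adjusted p = 0.0235), which was Otx2, and 2 of 17 mature genes (11.8%, adjusted p = 0.0610). Gnao1, the G protein of ON bipolar signalling, was at 6.83 ± 0.20 and Prkar2b at 0.35 ± 0.14, while Irx5, Irx6, Cabp1 and Cabp5 were not called. Photoreceptor genes and mature neuron genes were detected in 25.6% and 15.7%, which did not pass (odds ratio 1.84, 95% interval 0.622–5.40, exact test adjusted p = 0.260), but did without replicate 1 (adjusted p = 0.0240; range over the alternatives 0.00192–0.647). The calls for mature ganglion and precursor bipolar genes were lost with the 99th percentile as the threshold and with more than 50% of probes required. Adjusted over the list alone, the counts of all retinal neuron and photoreceptor lists were the same.

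Progenitor genes were detected more often than precursor genes of neurons other than photoreceptors. Of the optic vesicle, retinal progenitor and Müller glia genes together, 20 of 38 (52.6%) were detected against 4 of 36 amacrine, horizontal, ganglion and bipolar precursor genes (11.1%, odds ratio 8.61, 95% interval 2.39–40.1, exact test adjusted p = 3.18e-04). The 4 genes in both sets were left out, and the list of cone precursor genes, with 5 of 14 (35.7%) detected, was not part of the precursor set. The progenitor and glia lists share genes with the RPE lists, among them Mitf, Sox9, Rlbp1, Hes1 and Notch1. Without genes of RPE lists, a choice made after seeing the data, the shares were 15 of 33 (45.5%) and 4 of 36 (adjusted p = 0.00497, range over the alternatives 1.32e-04–0.00497). Set against all other genes, however, the optic vesicle list (4 of 9, 44.4%, adjusted p = 0.876), the retinal progenitor list (10 of 25, 40%, adjusted p = 1) and the Müller glia list (12 of 19, 63.2%, adjusted p = 0.114) did not pass. The Wnt mediator Ctnnb1 was at 4.64 ± 0.23, the eye field factor Lhx2 at 2.56 ± 0.22, the cyclin Ccnd1 at 7.31 ± 0.18 and the BMP receptor Bmpr1a at 3.77 ± 0.19. The lipid carrier Apoe (7.27 ± 0.13) and glutamine synthetase Glul (4.43 ± 0.16), both of Müller glia, were called. Not called were Pax6 (0.36 ± 0.94), Nr2f1 (-0.81 ± 0.16), Bmpr1b (-0.88 ± 0.08), the neuronal gene repressor Rest (-0.94 ± 0.08), the glutamate transporter Slc1a3 (0.14 ± 0.96) and Sox8 (-1.15 ± 0.09). Eye field and reprogramming factors were detected in 4 of 14 cases (28.6%, adjusted p = 0.704), with Nr2e1 at 3.45 ± 0.03 and Klf4 at 0.69 ± 0.49, while Rax (-0.68 ± 0.39) and Six3 (-0.90 ± 0.11) were not called. Adjusted over the list alone, the eye field count was 3 and the other counts of this paragraph were the same.

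Cell cycle genes as a whole were detected more often than other genes, in 65 of 116 cases (56.0%, odds ratio 1.94, 95% interval 1.32–2.86, adjusted p = 0.00377). The anaphase-promoting complex subunits Anapc5 and Anapc13 were at 5.07 ± 0.11 and 4.97 ± 0.11 and the ubiquitin ligase component Rbx1 at 6.15 ± 0.15, while the cyclins Ccna2 (-0.47 ± 0.46), Ccna1 (-1.05 ± 0.03) and Ccne2 (-0.96 ± 0.15) were not called. Genes of dividing cells gave 6 of 24 (25%, adjusted p = 0.249). The mitotic kinase Plk1 was at 3.57 ± 0.15, the helicase subunit Mcm4 at 3.22 ± 0.19, the checkpoint kinase Bub1b at 2.86 ± 0.16 and the replication clamp Pcna at 2.69 ± 0.21, and the topoisomerase Top2a (-1.0 ± 0.14) and the cyclin Ccnb1 (-0.67 ± 0.44) were not called. The cell cycle call was lost when more than 50% of a gene's probes had to be called (36.2%, adjusted p = 0.162; range over the alternatives 8.64e-04 to 0.162).

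Of the genes of epithelial-mesenchymal transition, 14 of 31 were detected (45.2%, adjusted p = 0.704). The reticulon Rtn4 was at 6.21 ± 0.03 on 1 of its 6 probes. The TGF-beta coreceptor Tgfbr3 was at 5.13 ± 0.20 on 1 of its 2 probes, and the kinase Gsk3b was at 3.90 ± 0.08. Hey1 (-0.43 ± 0.38), Adam15 (-0.29 ± 0.07) and Wnt4 (-0.50 ± 0.66) were not called. The reverse transition gave 2 of 5 (40%, adjusted p = 1), the Hedgehog transducer Smo at 3.86 ± 0.17 and the Wnt receptor Fzd7 at 3.55 ± 0.21, with Sall1, Six2 and Tcf15 not called.

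Among the signalling pathways, the MAPK list was the only one past the threshold, with 25 of 32 genes detected (78.1%, adjusted p = 3.20e-04). The kinases Map2k2 and Map2k1 were at 5.54 ± 0.09 and 5.51 ± 0.19 and the stress kinase Mapk14 at 3.55 ± 0.09, while Map2k6 (-0.03 ± 0.16), Mapk3 (-0.84 ± 0.11) and Mapk7 (-0.61 ± 0.09) were not called. TGF-beta genes were detected in 18 of 31 cases (58.1%, adjusted p = 0.0949), with the ligand Bmp4 at 6.82 ± 0.19 and the receptor Acvr2b at 4.04 ± 0.13, with Tgfb1, Tgfb2 and Tgfb3 not called (-1.02, -0.46 and 0.21). Insulin pathway genes gave 15 of 25 (60%, adjusted p = 0.0949), Akt2, Pik3cb and Pdpk1 at 5.56 ± 0.14, 5.71 ± 0.24 and 4.2 ± 0.21, whereas the receptor Insr (-0.06 ± 0.04), its substrate Irs1 (0.01 ± 0.18) and Pik3ca (0.16 ± 0.14) were not called.

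WNT genes gave 17 of 33 (51.5%, adjusted p = 0.318), with Wls and Porcn, both needed to secrete Wnt ligands, at 5.94 ± 0.15 and 2.91 ± 0.14, and Apc (0.05 ± 0.14), Csnk1a1 (0.09 ± 0.05) and Dvl2 (-0.53 ± 0.12) not called. Hippo genes gave 9 of 18 (50%, adjusted p = 0.595), the coactivators Yap1 and Wwtr1 at 3.92 ± 0.15 and 2.47 ± 0.14, the tumour suppressor Nf2 at 4.26 ± 0.25 and Vgll4 at 2.74 ± 0.10, and Stk3 (-0.32 ± 0.26), Lats2 (-1.05 ± 0.20) and Tead1 (-1.08 ± 0.10) not called. NOTCH genes gave 11 of 28 (39.3%, adjusted p = 1). The Notch inhibitor Numb was at 3.84 ± 0.05, the gamma-secretase subunits Psenen and Psen2 at 4.67 ± 0.24 and 2.31 ± 0.21 and the coactivator Maml1 at 3.48 ± 0.22, while Notch2, Notch3 and Notch4 (-1.05, 0.02 and 0.09) were not called. Adjusted over the list alone, the counts were 26 for MAPK, 16 for insulin and 12 for NOTCH, and the other counts of the cell cycle, transition and pathway lists were the same. The MAPK call was lost when more than 50% of a gene's probes had to be called (46.9%, adjusted p = 0.131; range over the alternatives 3.29e-05 to 0.131).

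Among chromatin regulators, Polycomb and H3K27 genes were detected in 17 of 25 cases (68%, adjusted p = 0.0235). The histone-binding protein Rbbp7 was at 6.14 ± 0.07, and Phc1, Phc2 and Bmi1, of the complex that ubiquitinates histone H2A, were at 4.47 ± 0.07, 4.14 ± 0.36 and 2.14 ± 0.18. The H3K27 methyltransferases Ezh1 (0.03 ± 0.19) and Ezh2 (0.15 ± 0.09) and their partner Suz12 (-1.12 ± 0.11) were not called. DNA methylation genes gave 7 of 17 (41.2%, adjusted p = 1), with the glycosylases Tdg (2.31 ± 0.09) and Smug1 (1.4 ± 0.26) and the methyl-binding domain protein Mbd3 (2.51 ± 0.47) called, and the de novo methyltransferases Dnmt3a (-0.26 ± 0.17) and Dnmt3b (-0.18 ± 0.38) and their cofactor Dnmt3l (-0.75 ± 0.18) not called. H3K9 methylation genes gave 7 of 13 (53.8%, adjusted p = 0.514), with the corepressor Trim28 at 4.11 ± 0.14, the methyltransferases Ehmt2 and Ehmt1 at 2.85 ± 0.17 and 3.10 ± 0.34 and the demethylase Kdm4c at 1.71 ± 0.27, and with Suv39h2, Cbx1 and Cbx5 not called. Adjusted over the list alone, these counts were the same. Without replicate 2 the share of DNA methylation genes was 23.5%. The Polycomb call was lost with the 99th percentile as the threshold (48%) and when more than 50% of a gene's probes had to be called, and its adjusted p ranged from 0.0114 to 0.162.

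Markers of other cells that an eyecup holds were mostly not detected. Endothelium (1 of 15, 6.67%, adjusted p = 0.0235), macrophages and microglia (1 of 14, 7.14%, adjusted p = 0.0342) and lymphocytes (0 of 10, 0 at an unadjusted p under 0.05 in limma, adjusted p = 0.0235) lay below other genes. These calls were lost in 4, 5 and 3 of the alternatives, in each case with more than 50% of probes required. The VEGF receptor Flt1 was at 1.31 ± 0.27 and the lysosomal protein Laptm5 at 0.98 ± 0.72. Not called were the endothelial genes Pecam1 (-0.09 ± 0.22), Cdh5 (-0.76 ± 0.19) and Kdr (-1.0 ± 0.13), the leukocyte genes Ptprc (-1.07 ± 0.26), Aif1 (-1.17 ± 0.12) and Itgam, and the T-cell receptor chains Cd3e (-0.16 ± 0.25), Cd3g and Cd3d. Fibroblasts (3 of 12, 25%, adjusted p = 0.512), pericytes and smooth muscle (2 of 12, 16.7%, adjusted p = 0.242) and melanocytes with Schwann cells (3 of 8, 37.5%, adjusted p = 1) did not pass. The proteoglycans Dcn (2.58 ± 1.41) and Ogn (0.93 ± 0.22), the matrix protein Fbln1 (1.84 ± 1.42), the smooth muscle gene Lmod1 (1.92 ± 0.13), the receptor Pdgfrb (1.45 ± 0.17), and the myelin genes Pmp22 (2.82 ± 0.09) and Mbp (0.78 ± 0.68) with the receptor Kit (0.50 ± 0.26) were called. Collagens Col1a1 (-0.94 ± 0.02), Col1a2 and Col3a1, the mural genes Rgs5, Cspg4 and Acta2 (0.23 ± 0.30), and Ednrb were not.

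Fibroblast genes above the threshold numbered 3, 4 and 6 of 12 and macrophage genes 1, 1 and 5 of 14 on replicates 1, 2 and 3. Endothelial, fibroblast, mural and macrophage genes together were detected in 7 of 53 cases (13.2%), which did not differ by test from the unrelated tissues (odds ratio 2.26, 95% interval 0.394–23.8, exact test adjusted p = 0.473) except with the 90th percentile as the threshold (adjusted p = 0.00886; range over the alternatives 0.00886–1). Erythroid genes gave 3 of 7 (42.9%, adjusted p = 1), with the globins Hba-a1 at 7.04 ± 0.09 and Hbb-b2 at 3.52 ± 0.24 and the haem enzyme Alas2 at 1.28 ± 0.36, and with Slc4a1 and Epb42 not called. Lens genes gave 3 of 14 (21.4%, adjusted p = 0.284), the small heat shock protein Cryab at 7.77 ± 0.31, Lim2 at 2.22 ± 0.45 and Bfsp2 at 0.73 ± 0.51, and the crystallins Cryaa, Cryba1 and Cryba2 were not called. Skeletal muscle gave 1 of 11 (9.09%, adjusted p = 0.114), the myosin light chain Mylpf at 0.89 ± 0.24, with Acta1, Ckm and Tnnt3 not called.

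Genes of liver, testis and pancreas, tissues unrelated to the eye, were detected in 2 of 32 cases (6.25%, adjusted p = 3.86e-04). These were the insulin gene Ins2 (3.00 ± 0.58) and the protease precursor Ctrb1 (0.70 ± 0.16), whereas albumin (Alb, -1.12 ± 0.14) and the apolipoproteins Apoa1 and Apoa2 were not called. Housekeeping genes were detected in 15 of 18 cases (83.3%, adjusted p = 0.00246), with Ppia at 6.80 ± 0.05, Gapdh at 7.62 ± 0.33 and Actb at 7.77 ± 0.26, and with Tbp (0.25 ± 0.31), B2m (-0.44 ± 0.08) and Gusb (0.35 ± 0.52) not called. Adjusted over the list alone, the fibroblast count was 2 and the macrophage count 0, and the other counts of these cell type and tissue lists were the same. In all, 17 of 48 lists passed, 10 above and 7 below the share of other genes.

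Genes of corneal and conjunctival epithelium differed between the arrays by far more than RPE genes did. The corneal keratin Krt12 read log2 6.88, 14.04 and 15.29 on replicates 1, 2 and 3, the basal keratins Krt5 and Krt14 read 6.22, 12.09 and 12.40 and 6.73, 13.54 and 13.85, and the corneal crystallin Aldh3a1, a gene outside the rule and named after its values were seen, read 6.78, 14.09 and 15.05. Of the 10 genes of this list, 0, 9 and 9 were above the threshold on the 3 arrays. With this spread none of the 10 was called in limma (0 of 10, 0 adjusted over the list alone, 6 at an unadjusted p under 0.05; Krt12 adjusted p = 0.0621), which put the list below other genes (adjusted p = 0.0235). Without replicate 1 the share was 90%, above other genes (adjusted p = 0.0104; range over the alternatives 0.00916–0.315), and it was 80% with the 99th percentile as the threshold. Over the 9 genes above the threshold on any array, the median difference from replicate 1 was 5.87 log2 on replicate 2 and 6.83 on replicate 3. For RPE identity genes these medians were -0.02 and -0.12, and 26, 24 and 25 of 28 were above the threshold.

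Part of the stress and immediate early genes were also dimmer on replicate 1, and 10 of 23 were higher by more than 1 log2 unit on both other arrays. In this list 12 of 23 genes were detected (52.2%, adjusted p = 0.404, 14 adjusted over the list alone), and 13, 16 and 18 were above the threshold on replicates 1, 2 and 3. The immediate early factors Egr1 and Fosb were at 6.91 ± 0.48 and 4.65 ± 0.23 and the chaperones Dnajb1 and Hsph1 at 6.08 ± 1.01 and 3.44 ± 1.11. Egr1 went the other way, with log2 14.42, 13.48 and 14.11 on replicates 1, 2 and 3, and Jund read 6.78, 6.76 and 6.46. Jun (1.73 ± 1.44), Jund (-0.43 ± 0.18) and Egr2 (-0.61 ± 0.10) were not called. The share detected was 26.1% without replicate 2. The median of the 12 detected genes was shifted by -1.15, 0.15 and 0.90 log2 on the 3 arrays, outside the central 95% of random lists on each of them.

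**Figure D2:**
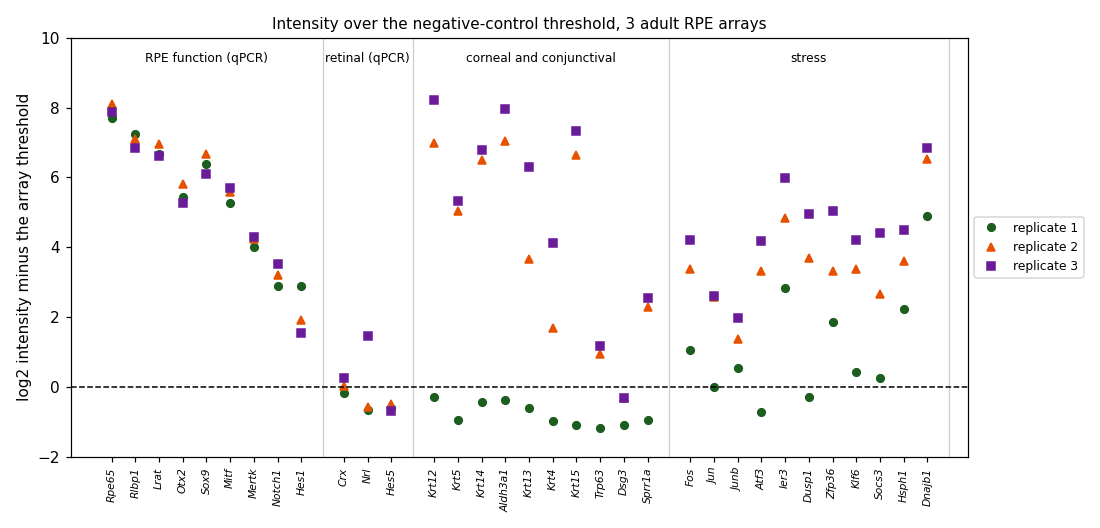
Log2 intensity minus the array's threshold (dashed line at 0) for single genes on replicate 1 (circles), replicate 2 (triangles) and replicate 3 (squares), in groups for RPE function, 3 retinal markers, corneal and conjunctival epithelium, and stress genes, the last chosen for display after their values were seen. Each stress gene drawn was lowest on replicate 1, while Egr1, Jund and other members of the list that were not are left out. RPE genes other than Hes1 (log2 10.04, 8.96 and 8.64) lie together on the 3 arrays, whereas Krt12 read log2 6.88 on replicate 1 and 15.29 on replicate 3.

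The 10 genes with the largest SD that were above the threshold on all 3 arrays had their lowest value on replicate 1. Carbonyl reductase Cbr2 read log2 7.18, 14.49 and 14.91 (limma adjusted p = 0.0499), the glutathione transferase Gsto1 read 7.38, 14.20 and 15.02, and the calcium-binding protein S100a6 read 7.76, 13.50 and 14.42. The small heat shock protein Hspb1 read 8.71, 11.60 and 13.26 and galectin Lgals3 9.50, 12.45 and 13.85. The others were the hexokinase Hk2, the cytokine signalling inhibitor Socs3, the surface protein Ly6e, the zinc finger factor Klf6, and Ly6a, the only one of the 10 not called (limma adjusted p = 0.0790). Without replicate 2 none of the 10 was called. Without replicate 3 the calls of Cbr2, Gsto1, S100a6, Hk2, Socs3 and Klf6 were lost. Among 7890 genes above the threshold on at least 1 array and not saturated, 96 were lower on replicate 1 than on both other arrays by more than 2 log2 units, against 1 on replicate 2 and 1 on replicate 3. Higher than on both other arrays by more than 2 log2 units were 39 genes on replicate 3, 1 on replicate 1 and 0 on replicate 2.

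Across the 35078 mouse probes, which are not independent replicates, Pearson's r was 0.979 between replicates 1 and 2, 0.957 between 1 and 3 and 0.982 between 2 and 3, and Spearman's rho was 0.918, 0.865 and 0.875. Across the detected probes the SD of log2 intensity had a median of 0.22 and a 90th percentile of 0.46. List shifts lay outside the central 95% of random lists in 11 of 75 pairs of list and array, where 3.75 were due by chance if pairs were independent, which they are not. These shifts cover called genes only, and apart from stress genes those outside were at most 0.16 in size. Rod genes (-0.16) and TGF-beta genes (-0.14) were lower on replicate 1, and on replicate 2 the visual cycle, junction and transport, TGF-beta, retinal progenitor, WNT and insulin lists were higher by 0.11 to 0.12. Over genes above the threshold on at least 1 array, a choice made after seeing the data, the shifts on replicates 1, 2 and 3 were -0.48, -0.31 and 0.69 for 18 rod genes and -4.02, 1.86 and 2.48 for 9 corneal and conjunctival genes, outside the central 95% of random lists on each array. That condition admits genes through the array where they are high, which can favour such shifts.

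On the scale of the deposited normalized values, 8410 probes had a mean above 500. A gene name was found for 6965 of them and none for 1445, and the named probes covered 6002 genes, of which 5798 were also among the 6209 genes called in limma. The value 500 corresponded to a background-subtracted intensity of 231, 137 and 99 on replicates 1, 2 and 3. On that scale the 95th percentile of the negative controls lay at 288, 263 and 272.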

Values the study reported

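The study stated that its MEEBO arrays held 38,083 genes and transcripts. Each of its RPE samples held 150,000–200,000 cells. It reported a total of 8410 genes as expressed in adult murine RPE, from probes whose normalized signal intensity exceeded 500.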

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

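Of the tests in this part, those of a threshold that calls whatever the tissue, of the scan and of the normalization for epithelial genes, of a stress response, and of the scan's brightness over the rod list were chosen after the result was seen, and the lists of further genes were written after the patterns were seen but before the values of those genes. Control spots outside the comparisons gave signal above the spots taken as negative controls, of which 5 of 94 (5.32%) were above the threshold on all 3 arrays. The spots named mCP were above it in 367 of 392 cases (93.6%, Fisher's exact test adjusted over 11 classes p = 3.01e-66), those named mCT in 97 of 293 (33.1%, p = 3.69e-08) and those named mCM in 106 of 402 (26.4%, p = 6.46e-06). What these classes are is not given in the sources used here. Their spots belong to genes such as Gapdh (20 of 20 mCP spots), Hprt (34 of 54 mCM spots) and Ctsd (11 of 12 mCT spots), the latter pair named after their values were seen. No single value was tested for a sample far from the others, since the gap test is not used on groups of 3, and no groups could be compared. The arrays were set against each other by counts of genes and by list shifts.

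Epithelial genes were brighter on replicates 2 and 3 than on replicate 1. The separate scan of replicate 3 was excluded, since replicate 2, scanned with replicate 1, was already higher by a median of 5.87 log2 over the 9 genes of the corneal and conjunctival list above the threshold on at least 1 array, and so was the normalization, since that median was 5.73 with none between arrays. A stress response during isolation met only part of its prediction and stays open: stress genes had a median shift of -1.15 on replicate 1, outside random lists, but those 9 genes were shifted by -4.02, further than a stress response was predicted to move it. RNA from corneal or conjunctival epithelium in the samples of replicates 2 and 3 may account for the pattern: in a separate list of further stratified epithelium genes, 4, 24 and 26 of 31 were above the threshold on the 3 arrays, and the 26 genes above it on at least 1 array, with the other 5 left out, had a median shift on replicate 1 of -1.92, below every one of 10000 random lists. The cornea was removed during isolation, the list shares 0 genes with the RPE lists, and no difference between groups could be tested because the samples form 1 group.

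Photoreceptor genes were detected although photoreceptors were not the target, and 8 of 28 rod genes were brighter by more than 1 log2 unit on replicate 3 than on both other arrays (among them Nrl, Sag, Gnat1, Pde6b, Pde6g, Prph2 and Guca1a, named after their values were seen; Gnat1 read log2 9.87, 9.76 and 12.03, Sag 7.73, 7.30 and 10.40). The planned test of a threshold low enough to call most probes came out as that explanation predicted, since the difference of 18.75 percentage points between photoreceptor genes and unrelated tissues missed its threshold (adjusted p = 0.0813), but 6.25% of unrelated genes were detected against 39.9% of other genes, which excludes it as well as a threshold that calls whatever the tissue. A scan of replicate 3 that shifts probes by their brightness alone was not excluded. The planned test on a separate list of further rod genes came out as that scan predicted. Their shift was 0.09 (0.0888), under 0.161, the upper limit of the central 95% of its random lists. The 8 called genes of the rod list were shifted by 0.09 (0.0949), inside the range of -0.23 to 0.14. The 18 genes of the rod list above the threshold on at least 1 array were shifted by 0.69 (0.689). That was above random lists of the same brightness drawn from genes under the same condition (central 95% from -0.18 to 0.12). This goes against that scan for those 18 genes, but the pattern was first seen in that list, and the condition admits genes through the array where they are bright. RNA from photoreceptors, whose retina was removed during isolation, could account for the detected genes but stays open because the difference from unrelated tissues missed its threshold, and 0 rod or cone genes are in the RPE lists. Its prediction also asked that most abundant rod genes be detected. Sag, Pde6b, Pde6g and Prph2 were not called, while Gnat1 was. The called genes Rom1 (log2 12.90, 13.05 and 13.19), Abca4 (12.02, 11.96 and 11.39) and Slc24a1 (11.60, 12.29 and 11.87) did not share the rise by more than 1 log2 unit on replicate 3. For more rod RNA on replicate 3, the shift of the further rod genes (0.0888, under 0.161) was the outcome set to count against it. It was still left open, for reasons that were not part of the prediction. The gap between these values is smaller than the spread of random lists. Of the 16 genes, 9 were called on the mean of the arrays, a baseline that would hide a small share.

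For other eyecup cells, RNA from endothelium, stroma, vessel walls and macrophages in the samples may be present, but their genes exceeded the unrelated tissues by 6.96 percentage points, which did not pass, so this stays open. Of their genes, the collagens Col1a1 and Col3a1 and the leukocyte genes Ptprc and Aif1 were not called, while Dcn (2.58), Fbln1 (1.84), Ogn (0.93), Lmod1 (1.92), Pdgfrb (1.45), Laptm5 (0.98) and Flt1 (1.31) were called, with mean log2 over the threshold in parentheses. Shifts on replicate 3 were taken over genes above the threshold on at least 1 array. The median was 0.86 for 6 fibroblast genes, above the central 95% of random lists. For 5 macrophage genes it was 0.430, just over the upper limit of 0.426, and for 6 endothelial genes 0.27, inside the range. Of the macrophage genes, 1, 1 and 5 were above the threshold on replicates 1, 2 and 3. Most thus entered through replicate 3 alone, which favours a positive shift there, so the shift decides nothing about macrophage RNA. Fibroblast genes numbered 3, 4 and 6, so this holds in part for them.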

How the results depend on the processing

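Leaving out spots not found, replicate 1 alone, list shifts over genes above the threshold on at least 1 array, and the contrast of progenitors with precursors without genes of RPE lists were chosen after seeing the data. The contrasts of RPE identity with photoreceptors (41.8 to 63.2 percentage points) and with other neurons (59.8 to 74.6) and of progenitors with precursors of neurons other than photoreceptors (31.1 to 44.2) kept their direction and side of the threshold under every alternative run, and the genes detected ranged from 4321 to 8382. Where a result below moved or turned, the cause was not tested. With the 90th percentile of the negative controls, 13548 probes were called, and with more than 50% of probes required, 8 lists passed. The mean r between arrays was 0.939 with plain subtraction, 0.935 in the deposited values and 0.957–0.982 leaving out each replicate. Pairs of list and array outside the central range numbered 26 over genes above the threshold on at least 1 array. This condition takes in more lists than the 75 pairs of the called genes, so 26 is not comparable with the 11 found there. It also admits genes through the array where they are high.

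Eyecup cells minus unrelated tissues was 30.3 points at the 90th percentile and -0.590 with more than 50% of probes. Photoreceptors minus mature neurons was 21.6 at the 90th percentile, 28.2 by the authors' mean, 20.5 with median scaling or no normalization, and 7.36–21.3 leaving out each replicate. Photoreceptors minus unrelated tissues was 28.75 at the 90th percentile, 21.9 at the 99th, 26.25 above the threshold on all 3 arrays, with median scaling or with none, 33.75 by the authors' mean, 23.75 without spots not found, and 16.25–31.25 leaving out each replicate.

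Of the lists whose share changed side of the other genes, only the corneal list had passed. At the 90th percentile the shares were NOTCH 60.7%, cone precursor 57.1%, pericyte 66.7% and retinal progenitor 48%, and at the 99th DNA methylation 23.5%, Hippo 27.8%, NOTCH 35.7%, corneal 80%, erythroid 28.6%, retinal progenitor 28% and rod 32.1%. Above the threshold on all 3 arrays DNA methylation was 41.2%, mesenchymal-epithelial transition 40% and NOTCH 46.4%. By the authors' mean DNA methylation was 35.3%, NOTCH 39.3%, corneal 70% and rod 50%, and on each array DNA methylation was 23.5% and NOTCH 39.3%. With subtraction DNA methylation was 35.3% and NOTCH 39.3%, and with median scaling or none these were the same, with corneal at 80% and rod at 39.3%. With more than 50% of probes DNA methylation was 23.5%, epithelial-mesenchymal transition 22.6%, H3K9 23.1%, the reverse transition 20%, NOTCH 32.1% and cone precursor 28.6%. Leaving out each replicate gave DNA methylation 23.5–52.9%, the reverse transition 40%, NOTCH 39.3–42.9%, corneal 0–90%, rod 25–46.4% and stress 26.1–65.2%. Without spots not found the reverse transition was 40%, NOTCH 42.9%, corneal 80% and retinal progenitor 40%. On replicate 1 alone DNA methylation was 41.2%, the reverse transition 40%, NOTCH 53.6%, erythroid 42.9%, melanocyte and Schwann 50%, optic vesicle 44.4% and retinal progenitor 44%.

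Of the 48 lists, 33 kept side and call at either other percentile, 42 in both settings of the deposited values, 44 with subtraction and 33 with more than 50% of probes. Keeping spots marked absent changed no mouse probe, so it tests nothing. Median scaling shifts each array by a constant that cancels against the array's threshold. It therefore gives the same calls as no normalization and is not a separate check. The alternative for probes with several gene names was not run, as there were 0 such probes. Brightness over background limits what can be seen, since a level under the threshold is only a bound.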

Other observations

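The tests of this part on single control genes were chosen after the result was seen. Further genes of stratified epithelia, listed after the corneal pattern was seen, were called in 4 of 31 cases, and 20 of 31 were higher by more than 1 log2 unit on both replicates 2 and 3 than on replicate 1. Over the 26 of them above the threshold on at least 1 array, the median difference from replicate 1 was 2.28 on replicate 2 and 3.66 on replicate 3. Further rod genes, listed in the same way, were called in 9 of 26 cases, and 10, 10 and 15 of 26 were above the threshold on replicates 1, 2 and 3. On replicate 3 alone 369 genes were above the threshold, against 148 on replicate 1 alone and 157 on replicate 2 alone.

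B2m, the light chain of MHC class I, was not called on its mouse probe (-0.44 ± 0.08), while 20 of 20 of its mCP control spots and 35 of 54 of its mCM control spots were above the threshold on all 3 arrays. Tbp, also not called (0.25 ± 0.31), had 0 of 20 mCP spots and 2 of 54 mCM spots above it. A gene counted here as not called can therefore have other spots with signal.

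For the separate scan of replicate 3, Pearson's r across probes of replicates 1 and 2 minus the higher r of either with replicate 3 was -0.00353 over all probes and -0.00692 over detected probes. With Spearman's rho it was 0.0436 over all probes and -0.00808 over detected probes, so 3 of these 4 values went against the scan, 1 went with it, and the question was left open. The number of probes with a mean above 500 was 8410, and the number of genes was 6002. The probe count has the same size as the gene count quoted from the study above.

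Foxn4 was called on its 1 probe (1.18 ± 0.05, limma adjusted p = 4.63e-05), with log2 8.33, 8.26 and 8.25 on the 3 arrays. The call was lost with the 99th percentile as the threshold. The p-value measures how steadily the probe read above the threshold, and does not show that the signal was Foxn4 alone. In the deposited normalized values Foxn4 was at 1004, 844 and 753 on the 3 arrays, above the study's threshold of 500 on each. The study's text describes its transcript as not detected in RPE by qPCR, and places the gene in repressive chromatin.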
